# Epigallocatechin Gallate Modulates Microglia Phenotype to Suppress Pro-inflammatory Signalling Cues and Inhibit Phagocytosis

**DOI:** 10.1007/s12035-023-03845-3

**Published:** 2023-12-14

**Authors:** Philip Regan, Katriona L. Hole, Julia Sero, Robert J. Williams

**Keywords:** Microglia, Alzheimer’s disease, Flavonoids, Phagocytosis, Amyloid beta

## Abstract

Microglia are crucial players in the pathogenesis of late-onset Alzheimer’s disease (AD), with evidence for both deleterious and beneficial effects. Identifying interventions to modulate microglial responsiveness, promote amyloid β (Aβ) clearance, disrupt plaque formation, or dampen excessive inflammation has therapeutic potential. Bioavailable flavonoids, such as the flavan 3-ols, are of interest due to their antioxidant, metal chelating, signalling, and anti-inflammatory potential. Primary microglia were treated with a series of structurally related flavanol 3-ols to assess effects on phagocytosis, cytokine release, and transcriptional responses by RNA sequencing. Data indicated that the extent of hydroxylation and the presence of the galloyl moiety were strong determinants of flavan 3-ol activity. Epigallocatechin gallate (EGCG) was the most effective flavan-3-ol tested and strongly inhibited phagocytosis of Aβ independent of any metal chelating properties, suggesting a more direct modulation of microglia responsiveness. EGCG was broadly anti-inflammatory, reducing cytokine release and downregulating transcription, particularly of components of the microglia extracellular matrix such as MMP3 and SerpinB2. Collectively, this brings new insight into the actions of flavonoids on microglial responsiveness with potential implications for the therapeutic use of EGCG and structurally related flavanol-3-ols in AD.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s12035-023-03845-3.

## Introduction

Alzheimer’s disease (AD) is characterised by a long prodromal phase, during which time amyloid β-peptide (Aβ) accumulates, aggregates, and ultimately deposits as plaques within the brain. This process triggers the emergence of tau pathology and microglial-driven inflammatory responses. Microglia are recruited to Aβ plaques where they acquire and express disease-associated microglia (DAM) transcriptional signature [1]. Plaque-associated microglia potentially sequester Aβ aggregates and restrain Aβ, thereby delaying disease progression, although microglia might equally be required for parenchymal plaque formation [2, 3]. Excessive microglial activation appears to exacerbate neuronal damage, particularly during later stages of AD [3–5], and genome-wide association studies strongly implicate microglia in AD risk [6], so overall, the role of the innate immune system is complex. Nonetheless, identifying strategies to modulate microglial responsiveness, either to promote Aβ clearance, disrupt plaque formation, or dampen excessive inflammation, is of therapeutic interest, although the correct timing of any neuroimmune intervention will be critical to any successful outcome.

The underlying reasons why Aβ levels increase and aggregate in sporadic AD are not clear but could be linked to a progressively pro-oxidant environment in the aged brain and/or the presence of redox-sensitive metals. This hypothesis has generated considerable interest in the use of flavonoids and other dietary polyphenols in AD, due to their antioxidant, metal scavenging, and secretase-modulating activity [7–10]. Some flavonoids also directly disrupt Aβ aggregation by favouring the formation of unstructured off-target oligomers [11]. However, despite possessing impressive efficacy in vitro, very few flavonoids have progressed beyond early phase preclinical development due to considerable challenges around absorption, distribution, metabolism, and excretion (ADME) [12]. The group of flavonoids with the best combination of bioavailability and activity is the flavan-3-ols which possess a common 2-phenyl-3,4-dihydro-2H-chromen-3-ol skeleton, but with varying numbers of hydroxyl groups and galloyl moieties that together characterise the major individual flavan-3-ol monomers. Epigallocatechin gallate (EGCG) is a bioactive flavonoid belonging to this subfamily which has progressed to phase 2/3 clinical trials for AD and Down’s syndrome [13] based on a multi-modal activity profile including anti-Aβ, anti-inflammatory actions, and regulation of the unfolded protein response [14]. These effects may extend to direct modulation of microglia function, which could therefore, underly reported protective effects of EGCG and other flavan-3-ols for the brain. On this basis, we undertook structure–activity studies to establish whether flavan-3-ols directly modulate the phagocytosis function of primary mouse microglia and whether structural characteristics of flavan-3-ols differentially affect microglia function.

Microglia were treated with a structurally related series of flavan-3-ols, and data indicated that hydroxylation and the presence of the galloyl moiety were strong determinants of their microglia-modifying properties. EGCG was the most effective flavan-3-ol tested, and inhibitory actions on phagocytosis activity were independent of metal chelating properties, suggestive of a more direct modulation of microglia responsiveness. EGCG was broadly anti-inflammatory, reducing cytokine release and downregulating transcription particularly of components of the microglia extracellular matrix. Collectively, this brings new insight into the actions of EGCG on microglial responsiveness with potential implications for the therapeutic use of EGCG and structurally related flavanol-3-ols in AD.

## Materials and Methods

### Animals

All procedures involving animals were carried out in accordance with the UK Animals Scientific Procedures Act, 1986. One- to three-day-old male CD1 mice were used to prepare primary cultured glia. All animal procedures were given ethical approval by the Animal Welfare and Ethical Review Body at the University of Bath.

### Flavonoids

All flavonoids described in this study were purchased from Extrasynthese (France) and solubilised in dimethyl sulfoxide (DMSO) to prepare a 10-mM stock solution that was then used to derive final working concentrations.

### Mixed Glia Primary Culture

Following a cervical dislocation, brains were removed from mouse pups and placed into ice-cold HBSS (#14175095, Fisher Scientific), and the whole cortex was dissected under sterile conditions. Tissue was dissociated through incubation with 0.25% Trypsin (#15090046, Fisher Scientific) at 37 °C for 15 min and then 0.2 mg/ml DNase I (#DN25-100MG, Merck) at room temperature for 5 min, followed by repeated trituration using fire-polished Pasteur pipettes. Cells were resuspended in Glia Feed Media (DMEM/F12 without HEPES or phenol red (#11580546, Fisher Scientific), supplemented with 10% FBS (#10500064, Fisher Scientific), 1% penicillin/streptomycin (#15140122, Fisher Scientific), and 1 × glutamax (#11574466, Fisher Scientific), then passed through a 70 µm cell strainer (# 15346248, Fisher Scientific), plated onto 60-mm dishes pre-coated with poly-L-ornithine (10ug/ml; #P4957-50ML, Merck), and stored in a 37 °C incubator with 5%CO_2_.

A full media change was completed at DIV 1, 2/3 feed at DIV 5 and 1/2 feed every subsequent 3 days with Glia Feed Media. Following the establishment of an astrocytic monolayer at around DIV 12, media was supplemented with 10 ng/ml GM-CSF (#315–03, Peprotech) to promote microglia proliferation.

### Isolation of Microglia

Microglia were isolated from mixed glia cultures at DIV20-30, using shaking to detach surface microglia (for 96-well plate assays) and/or trypsinisation to remove the astrocytic layer (for RNA extraction and conditioned media assay). To detach surface microglia, mixed glia cultures were shaken for 5 min at 200 RPM followed by vigorous tapping. Collected microglia were re-plated into black-walled 96-well plates (#M0562-32EA, Greiner) coated with 50ug/ml poly-D-lysine (#P7280-5MG, Merck) at 18,000 cells/well in a 1:1 mix of conditioned and fresh Glia Feed Media. For astrocyte detachment, cells were washed with HBSS and then incubated with 0.083% Trypsin–EDTA (#25200056, Fisher Scientific) at 37 °C for 30–45 min. The remaining microglia cells were washed and then re-fed with a 1:1 mix of conditioned and fresh Glia Feed Media.

Twenty-four hours after isolation, microglia were washed with HBSS, and the media was replaced with Serum Free Microglia Media (DMEM/F12 without HEPES or phenol red, supplemented with 1% penicillin/streptomycin, 1 × glutamax, 1 × insulin-transferrin-selenium (#12097549, Fisher Scientific), 0.1% BSA (#A8806-1G, Merck), 100 ng/ml IL-34 (#200–34, Peprotech), 2 ng/ml TGFβ2 (#100-35B, Peprotech), 1 ng/ml GM-CSF, and 300 ng/ml cholesterol (#700000P-100MG, Merck). Microglia were left in Serum Free Microglia Media for 24 h prior to the addition of treatments for experimental assays.

### Phagocytosis Assays

Lyophilised HiLyte Fluor488 labelled amyloid-β_1-42_ peptide (Aβ_42_) (#AS-60479–01, Cambridge Biosciences) was resuspended to 1 mg/ml in 100% 1,1,1,3,3,3-hexafluoro-2-propanol (HFIP), and the mixture was vortexed occasionally during 1 h to ensure proper solvation. The solution was then aliquoted into separate vials, and HFIP was allowed to evaporate in the fume hood overnight, after which vials were sealed and stored at − 20 °C protected from light. Before use, the peptide film was brought to room temperature and resuspended in 100% anhydrous DMSO to make a 1-mM solution. The peptide solution was left for 15 min, with occasion vortexing to ensure dissolution. D-PBS was added to prepare a 100 µM working solution that was then left to incubate at room temperature for 2 h.

pHrodo Green Zymosan Bioparticles (#P35365, Fisher Scientific) were resuspended to 0.5 mg/ml in Live Cell Imaging Solution (#12363603, Fisher Scientific), followed by alternate trituration and vortexing for 10 min, immediately prior to use.

On the day of the assay, pre-treated microglia in 96-well plates were switched to pre-warmed Live Cell Imaging Solution supplemented with 0.9% D-( +)-Glucose, CellMask Deep Red (1:1000; #C10046, Fisher Scientific), and NucBlue Live ReadyProbes Reagent (#R37605, Fisher Scientific) and left at 37 °C for 20 min to achieve live-cell staining. Following staining, microglia were switched to a pre-warmed Live Cell Imaging Solution supplemented with 0.9% D-( +)-Glucose, and HiLyte Fluor488 Aβ_42_ (final concentration 500 nM) or pHrodo Green Zymosan bioparticles (final concentration 33 µg/ml) were added to relevant wells. Plates were placed into an IN Cell Analyzer 2000 (GE Healthcare) at 37 °C for live-cell imaging of uptake every 30 min for a total of 2 h.

### Immunocytochemistry

Microglia in 96-well plates were washed twice with D-PBS, before fixation with 4% PFA and 4% sucrose in D-PBS for 20 min. After washing, cells were permeabilised with 0.15% Triton X-100 for 15 min and then incubated with blocking solution (2.5% Normal Goat Serum and 1% BSA in D-PBS) for 30 min. Primary antibodies were added to the blocking solution and incubated overnight at 4 °C after which cells were washed and incubated with relevant fluorescently labelled goat-derived secondary antibodies (1:300) in the blocking solution for 1 h at room temperature. Finally, cells were incubated with a nuclear counterstain (NucBlue Live ReadyProbes Reagent), and images were acquired using the IN Cell Analyzer 2000. The following primary antibodies were used: rat anti-CD11B (1:100; #MCA711G Bio-Rad), rabbit anti-IBA-1 (1:100; #AB178847 Abcam), mouse anti-NFκB p65 (F-6) (1:100; #sc-8008 Santa-Cruz).

### Nitrite Release Assay and Inflammatory Stimuli

Nitrite levels in microglia-conditioned media were assessed using the Promega Griess Reagent system (#G2930) according to the manufacturer’s instructions. Fifty microliters per well of conditioned culture media was taken in duplicate from microglia treated for 24 h in a 96-well plate. Samples were mixed with sulfanilamide and N-1-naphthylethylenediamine dihydrochloride (NED) solutions in the assay plate, and absorbance was read on a plate reader. LPS (0.1 µg/ml) (O111:B4 #L4391-1MG, Sigma-Aldrich) and 20 ng/ml interferon-γ (IFN-γ; 315–05, Peprotech) were used as inflammatory stimuli. The selective inhibitor of nitric oxide synthase, L-NIL hydrochloride (30 µM), was used as a negative control.

### Image Acquisition and Analysis

Automated image capture was achieved using the IN Cell Analyzer 2000, using a 40 × objective and five to six regions of interest per well (15 images per condition) and custom acquisition settings per fluorophore. Following capture, images were pre-processed using ImageJ and CellProfiler software to correct for flatfield background illumination artefacts. A custom CellProfiler pipeline was optimised to provide primary and secondary object identification in each image, thereby identifying individual nuclei and their associated cell bodies from nuclear and cytoplasmic/membrane-specific stains, respectively. Quantitative measures of stain intensity in nuclear/cytoplasmic cell compartments and cell features (e.g. morphology) on a per-cell basis were output to CSV files through the CellProfiler pipeline. Finally, a custom *R* script was used for data quality control, analysis, and visualisation.

### RNA Extraction and Sequencing

Microglia RNA was extracted using the RNeasy mini kit (Qiagen) following the manufacturer’s instructions, including on-column DNase digestion. Purified RNA samples were sent to Novogene UK for quality control and subsequent strand-specific mRNA quantification using the NovaSeq PE150 platform (40 M reads per sample). Briefly, raw reads were filtered for adapter contamination and low-quality reads, and sequence alignment was performed with HISAT2 to map clean reads to the reference mouse genome (GRCm38.p6). Raw counts of sequencing reads were used for subsequent differential expression analysis. Raw and processed data files are uploaded to the GEO server and available to access using the GEO accession number GSE208144.

### RNA-Sequencing Analysis

Read counts were input into a custom *R* workflow, in which data was initially filtered to remove low-count genes (< 10 reads) and non-protein-coding genes, after which the DESeq2 R package (v1.30.1) was used to analyse differential expression across treatment groups. Differential expression analysis was performed on the linear modelled dataset with the experimental design matrix representing the difference between ‘EGCG and ‘Vehicle’ treatments. Wald test was used for hypothesis testing when analysing log2 fold changes for each gene between conditions, and the Benjamini–Hochberg method was used to correct for multiple testing, with adjusted *p*-values (FDR) < 0.1 considered significant.

A gene significance score, or π-value, was calculated for each gene by multiplying the log2 fold change by the -log10 *P*-value [15] which was then used for gene ranking and applied to gene set enrichment analysis for Gene Ontology (GO) with GSEA using the R package clusterProfiler (v3.18.1) The GO annotation (biological process (BP), molecular function (MF), and cell compartment (CC)) was mapped to gene sets consisting of 15–500 genes obtained from Molecular Signatures Database (MSigDB v7.1), and enrichment analysis was tested using 1000 permutations and an FDR *Q*-value of 0.1 used to identify significantly enriched gene sets in EGCG vs vehicle treatment conditions. A gene enrichment ratio was calculated as the proportion of DEGs within a given gene set, and only GO terms with ratios > 0.15 were visualised.

### Conditioned Media Proteome Profiler

Microglia in serum-free microglia media were treated for 24 h with 1 µM EGCG, 20 ng/ml IL-3 (#200–03, Peprotech), or 20 ng/ml IL-4 (#200–04, Peprotech), and media was subsequently collected into pre-chilled Eppendorf tubes, centrifuged at 4 °C for 10 min to remove cell debris, and media was stored at − 80 °C until use. Media collected from three biological replicates were pooled, and a total of 500 µL was added to a Mouse XL Proteome Profiler Cytokine Array (#ARY028, R&D Systems) according to the manufacturer’s instructions. Following background subtraction, densitometry of individual blots was measured using the AnalyzeDotBlot macro script in ImageJ, and subsequent data analysis was performed using a custom R script.

### Statistical Design and Analysis

A two-way ANOVA or mixed effects model (not assuming sphericity) was used to test for effects of treatment and/or time on microglia phagocytosis assays, followed by Tukey’s or Šídák’s multiple comparisons test to determine statistically significant effects between specific groups. GraphPad Prism v9 was used for data analysis including non-linear regression curve fitting for dose–response analysis.

## Results

### Structure-Inhibitory Activity of Flavan-3-ols for Modulation of Microglia Phagocytosis

Microglia isolated from the mouse brain and maintained in culture expressed the microglia-specific proteins C11b and Iba1 as shown using immunocytochemical approaches (Fig. 1A). These cells also exhibited functional characteristics expected of microglia as effectors of the innate immune response in the central nervous system (CNS). Consistent with their pivotal role in inflammatory signalling, robust nuclear translocation of the transcription factor, NFκB, was demonstrated in microglia following exposure to pro-inflammatory stimuli (LPS + IFNɣ; unpaired *t*-test: *t*(8) = 6.3, *P* = 0.0002) (Fig. 1B). Similarly, the release of pro-inflammatory nitric oxide (NO) from microglia was strongly induced by LPS + IFNɣ treatment, in a NO synthase dependent manner (one-way ANOVA *F*(2,19) = 50.2, Vehicle vs LPS + IFNɣ *P* < 0.0001) (Fig. 1C). Cultured primary microglia exposed to fluor 488-labelled Aβ_42_ actively internalised Aβ consistent with their ability to phagocytose Aβ in the mammalian brain (Fig. 1D). Collectively, this validated our model as a suitable platform for exploring the bioactivity of flavonoids against key aspects of microglia function relevant to AD.

**Fig. 1:**
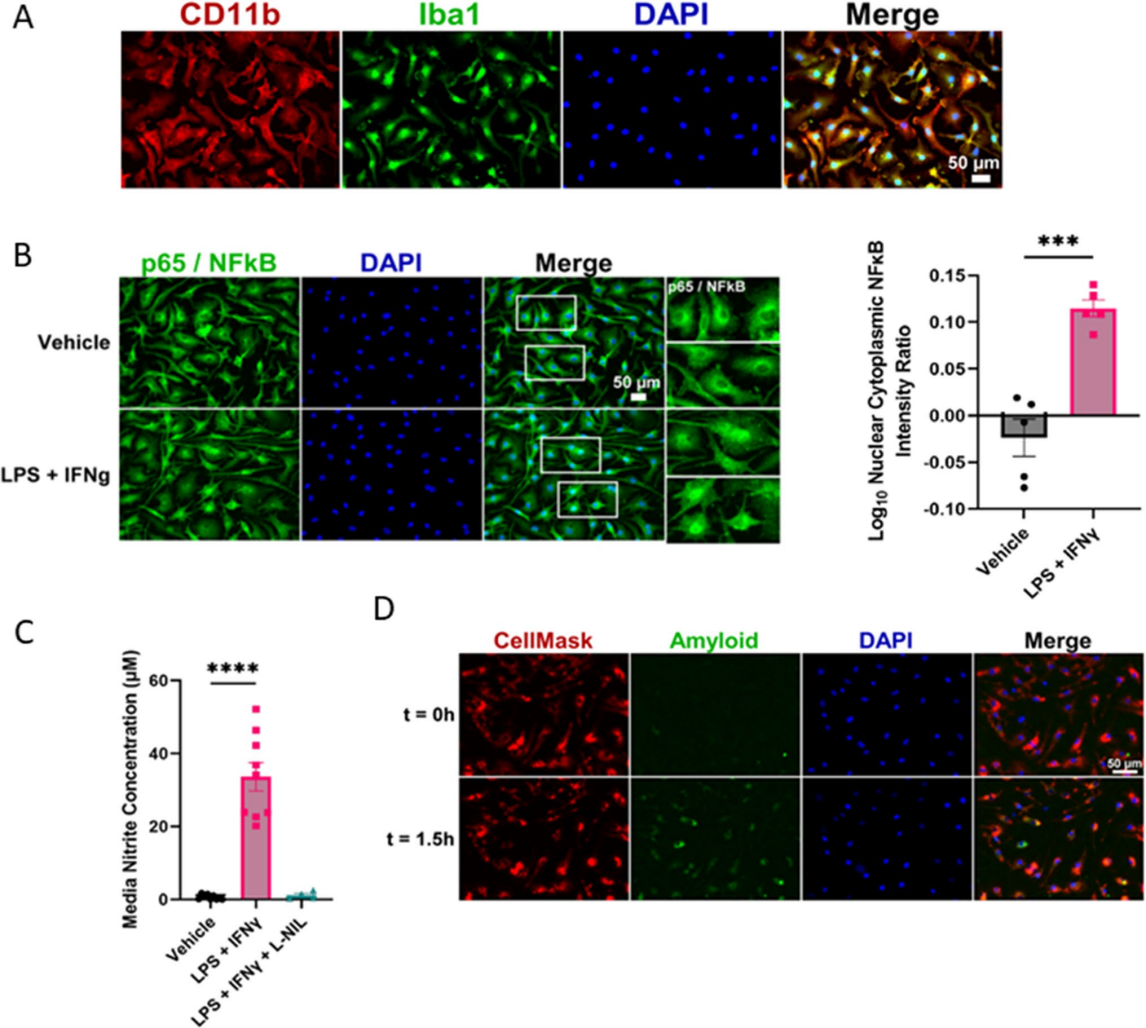
Phenotypic characterisation of primary microglia. **A** Immunofluorescence images of primary microglia stained with antibodies to the microglia markers CD11b and Iba1. **B** Immunofluorescence images of primary microglia stained with NFκB p65 antibody following 24-h exposure to 0.1 µg/ml LPS and 20 ng/ml IFN-ɣ. White boxes indicate inset images. Quantification of the log ratio of nuclear to cytoplasmic NFκB for each treatment group is shown in the right panel. Datapoints and error bars indicate mean ± S.E.M. *** < 0.005. **C** Quantified media nitrite levels following microglia 24-h exposure to 0.1 µg/ml LPS and 20 ng/ml IFN-ɣ. Co-treatment with L-NIL (30 µM) in a subset of wells was used as a negative control treatment group. Datapoints and error bars indicate mean ± S.E.M. **** < 0.0001. **D** Representative images of primary microglia live-stained with a nuclear marker (DAPI; blue) and a cell membrane marker (CellMask; magenta), showing phagocytosis of 500 nM HiLyte Fluor488 labelled amyloid-beta1-42 peptide (green) 0 h and 1.5 h after exposure

We first tested whether flavan-3-ols modulate the phagocytosis function of microglia, and whether structural characteristics of flavan-3-ols differentially affect microglia function. Microglia in serum-free media were treated for 24 h with 10 µM of the indicated flavan-3-ols (Fig. 2A) and then exposed to 500 nM fluor 488-labelled Aβ_42_ in their presence. The uptake of Aβ_42_ was quantified periodically by measuring the average 488-fluorescence intensity of individual microglia (i.e. the amount of internalised Aβ_42_ per microglia) and the percentage of microglia exhibiting above-background 488-fluorescence (i.e. the proportion of actively phagocytosing microglia) (Fig. 2B). Our data show that, relative to vehicle treatment, the average 488-fluorescence intensity was reduced in microglia in a flavan-3-ol structure-dependent manner (two-way ANOVA effect of treatment: *F*(5,12) = 11.17, *P* = 0.0004) (Fig. 2C). Compared with vehicle treatment, the number of microglial cells positive for 488 fluorescence was also reduced in flavan-3-ol structure-dependent manner (two-way ANOVA effect of treatment: *F*(5,12) = 8.09, *P* = 0.0015) (Fig. 2D). EGCG was the most efficacious inhibitor of microglia phagocytosis of Aβ_42_, with a significant reduction in the amount of Aβ_42_ internalisation from 1 h onwards (Tukey’s multiple comparison Vehicle vs EGCG: 1 h *P* = 0.0023, 1.5 h *P* = 0.001, 2 h *P* < 0.0001) (Fig. 2E). The proportion of phagocytosing microglia was also significantly reduced by EGCG compared to other flavan-3-ols (Tukey’s multiple comparison Vehicle vs EGCG: 1 h *P* = 0.001, 1.5 h *P* < 0.0001, 2 h *P* = 0.005) (Fig. 2F). These data indicate that hydroxylation and the presence of the galloyl moiety are strong determinants of the microglia-modifying properties of flavan-3-ols.

**Fig. 2:**
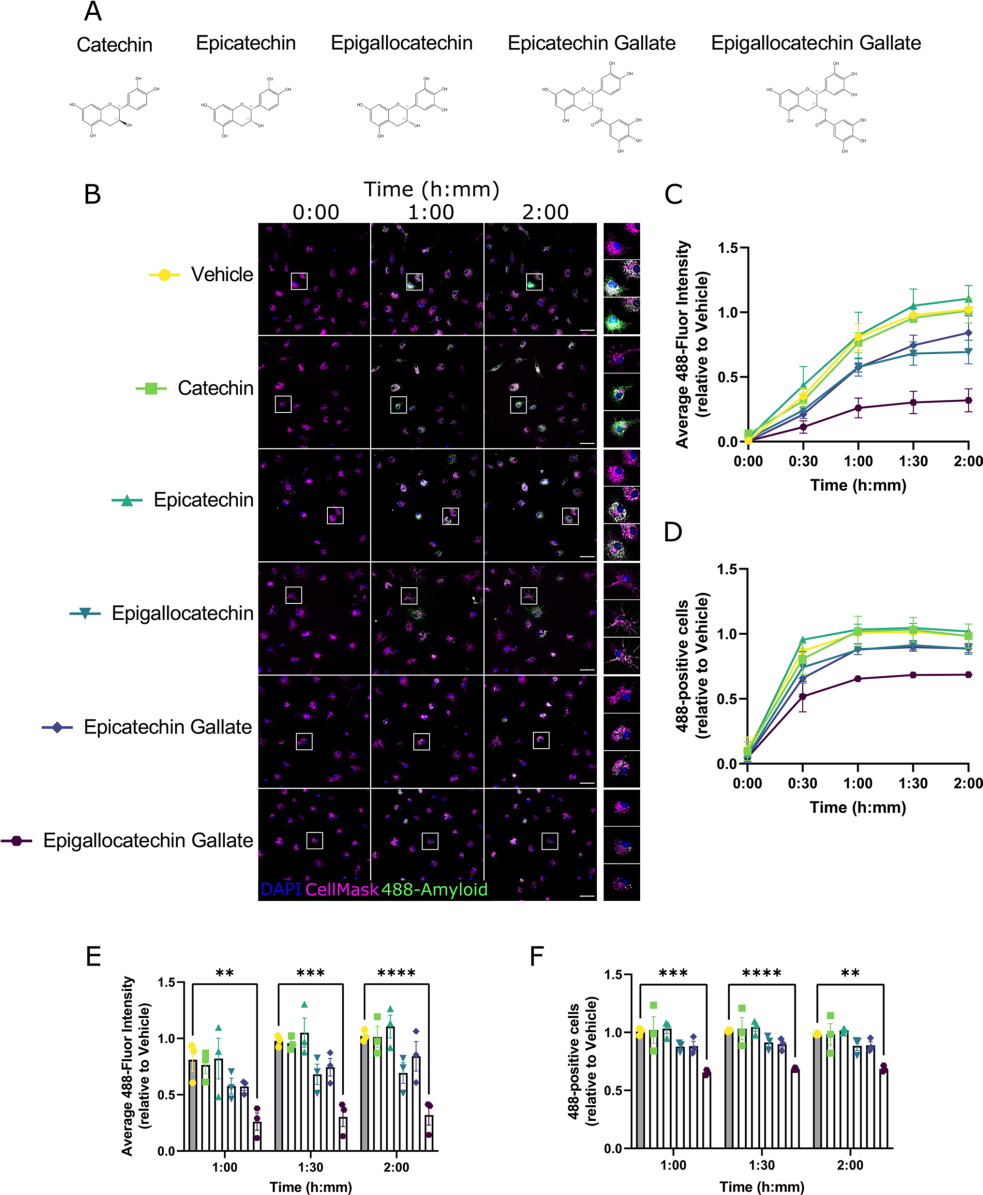
Structure-response screen for flavan-3-ol modulation of microglia phagocytosis. **A** Chemical structures of selected flavan-3-ols used in this study. **B** Representative immunofluorescence images of primary microglia live-stained with a nuclear marker (DAPI; blue) and a cell membrane marker (CellMask; magenta), showing phagocytosis of HiLyte Fluor488 labelled amyloid-beta1-42 peptide (green) at different timepoints. Individual rows represent individual treatment groups. White boxes indicate inset images on the right panel. Scale bar = 50 µm. **C** Quantified time course data of average cellular 488-fluorescence intensity, grouped by treatment condition and normalised relative to Vehicle (average of 1.5-h and 2-h timepoints). Datapoints are generated from 15 images per condition (200–700 cells) and error bars indicate mean ± S.E.M, *n* = 4. **D** Quantified time course data of proportion of cells exhibiting phagocytosis, grouped by treatment condition and normalised relative to Vehicle (average of 1.5-h and 2-h timepoints). Datapoints are generated from 15 images per condition (200–700 cells) and error bars indicate mean ± S.E.M, *n* = 4. **E** Grouped and individual data from the last three timepoints of **C**. ** < 0.01, *** < 0.005, **** < 0.0001, two-way ANOVA and post-hoc Tukey’s multiple comparison test. **F** Grouped and individual data from the last three timepoints of **D**. ** < 0.01, *** < 0.005, **** < 0.0001, two-way ANOVA and post-hoc Tukey’s multiple comparison test

### EGCG Dose-Dependently Inhibits Microglia Phagocytosis

We tested whether EGCG dose-dependently inhibited the microglial uptake of Aβ_42_. Microglia were treated with EGCG at either 0 µM, 0.1 µM, 1 µM, or 10 µM for 24 h and then exposed to 500 nM fluor 488-labelled Aβ_42_. Phagocytosis was monitored by fluorescence imaging as before (Fig. 3A). A significant effect of EGCG concentration was observed when monitoring the average 488-fluorescence intensity (mixed effects analysis treatment effect: *F*(3,20) = 3.85, *P* = 0.025, Fig. 3B) but not for the proportion of phagocytosing microglia (mixed effects analysis treatment effect: *F*(3,20) = 0.95, *P* = 0.44, Fig. 3C). Only 10 µM EGCG at 1.5 h and 2 h showed a statistically significant difference from 0 µM (Tukey’s multiple comparison 0 µM vs 10 µM: 1.5 h *P* = 0.011, 2 h *P* = 0.03) although there was a clear tendency in the data for a dose–response effect. The non-linear least squares method was used to fit a regression model to the normalised 488-fluorescence intensity at 2 h (*R*^2^ = 0.51), showing a best-fit IC50 of 2.3 µM for EGCG relative inhibition of microglia phagocytosis in this assay (Fig. 3D).

**Fig. 3:**
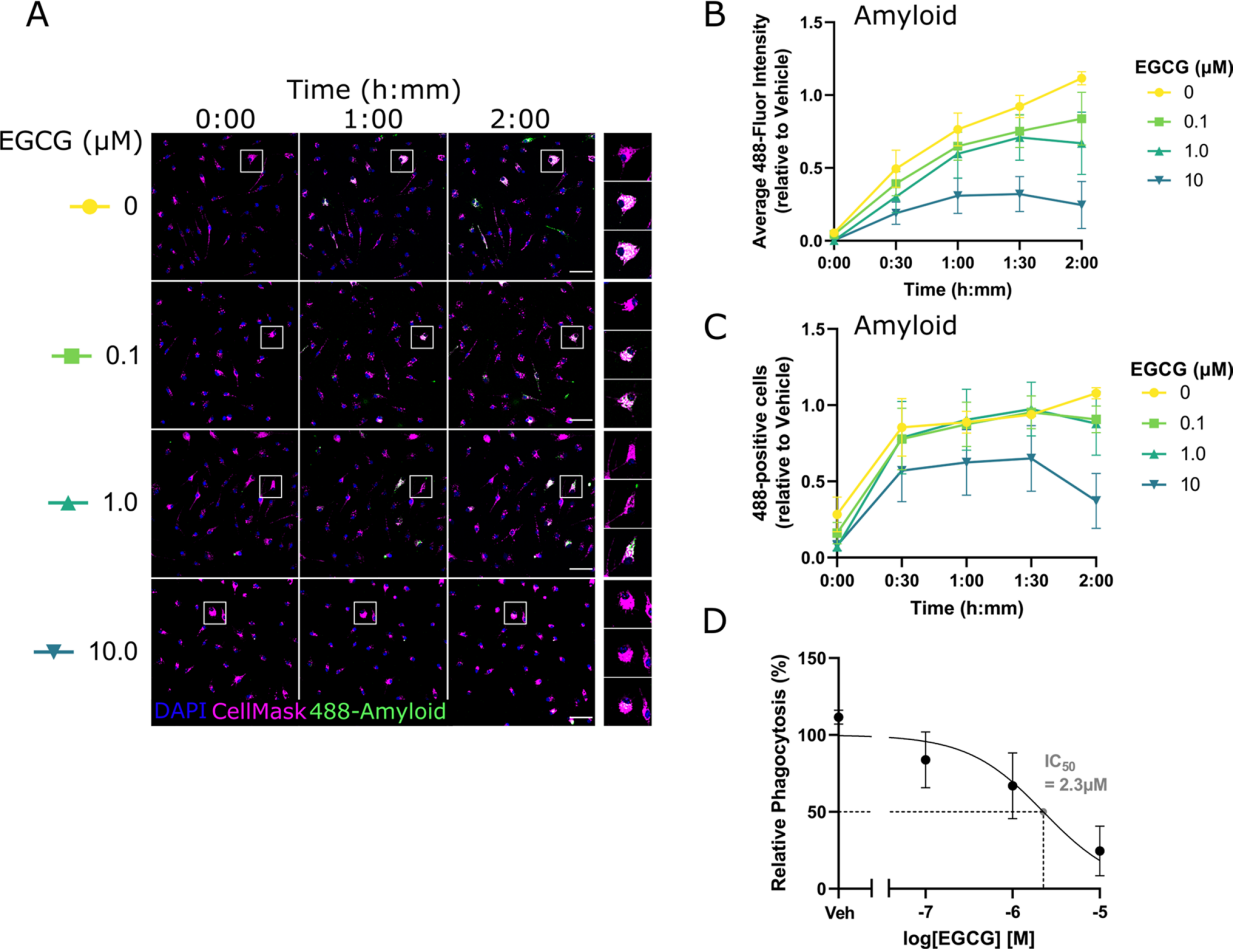
Dose–response screen for EGCG modulation of microglia phagocytosis. **A** Representative immunofluorescence images of primary microglia live-stained with a nuclear marker (DAPI; blue) and a cell membrane marker (CellMask; magenta), showing phagocytosis of HiLyte Fluor488 labelled Aβ42 peptide (green) at different timepoints. Individual rows represent individual EGCG concentrations. White boxes indicate inset images on the right panel. Scale bar = 50 µm. **B** Quantified time course data of average cellular 488-fluorescence intensity, grouped by EGCG concentration and normalised relative to Vehicle (average of 1.5-h and 2-h timepoints). Datapoints are generated from 15 images per condition (200–700 cells) and error bars indicate mean ± S.E.M. *n* = 4. **C** Quantified time course data of the proportion of cells exhibiting phagocytosis, grouped by EGCG concentration and normalised relative to Vehicle (average of 1.5-h and 2-h timepoints). Datapoints are generated from 15 images per condition (200–700 cells), and error bars indicate mean ± S.E.M. *n* = 4. **D** Concentration–response curve for EGCG inhibition of microglia phagocytosis

### EGCG Blocks Microglia Phagocytosis of Zymosan Bioparticles

The inhibitory effect of EGCG on microglia phagocytosis of Aβ_42_ may derive from a direct effect of EGCG on microglia and/or an effect of EGCG on Aβ_42_ peptide behaviour_._ The latter possibility is given credence by the reported metal chelating properties of EGCG [16], which could limit the aggregation, conformational transitions, and redox activity of Aβ_42_ [17, 18] and thereby reduce its internalisation. To test this, we exposed EGCG- (10 µM) or Vehicle- (0 µM) treated microglia to fluorescent Zymosan bioparticles, which do not display amyloidogenic properties, and monitored their uptake over time (Fig. 4A). Zymosan bioparticles are derived from the yeast cell wall and are commonly used pathogens to induce sterile inflammatory responses and phagocytosis by host immune cells. Our data show that EGCG treatment strongly inhibited the time-dependent increase in microglia 488-fluorescence (mixed effects analysis EGCG effect: *F*(1,10) = 29.05, *P* = 0.0003) with statistically significant differences observed from 1 h onwards (Šídák’s multiple comparisons 0 µM vs 10 µM: 1 h *P* = 0.011, 1.5 h *P* = 0.002, 2 h *P* = 0.0025, Fig. 4B). Similar but less pronounced effects of EGCG were observed for the relative proportion of phagocytic microglia (mixed effects analysis EGCG effect: *F(*1,10) = 5.85, *P* = 0.036) though none of the timepoints showed a significant treatment effect in post-hoc comparisons (Fig. 4C).

**Fig. 4:**
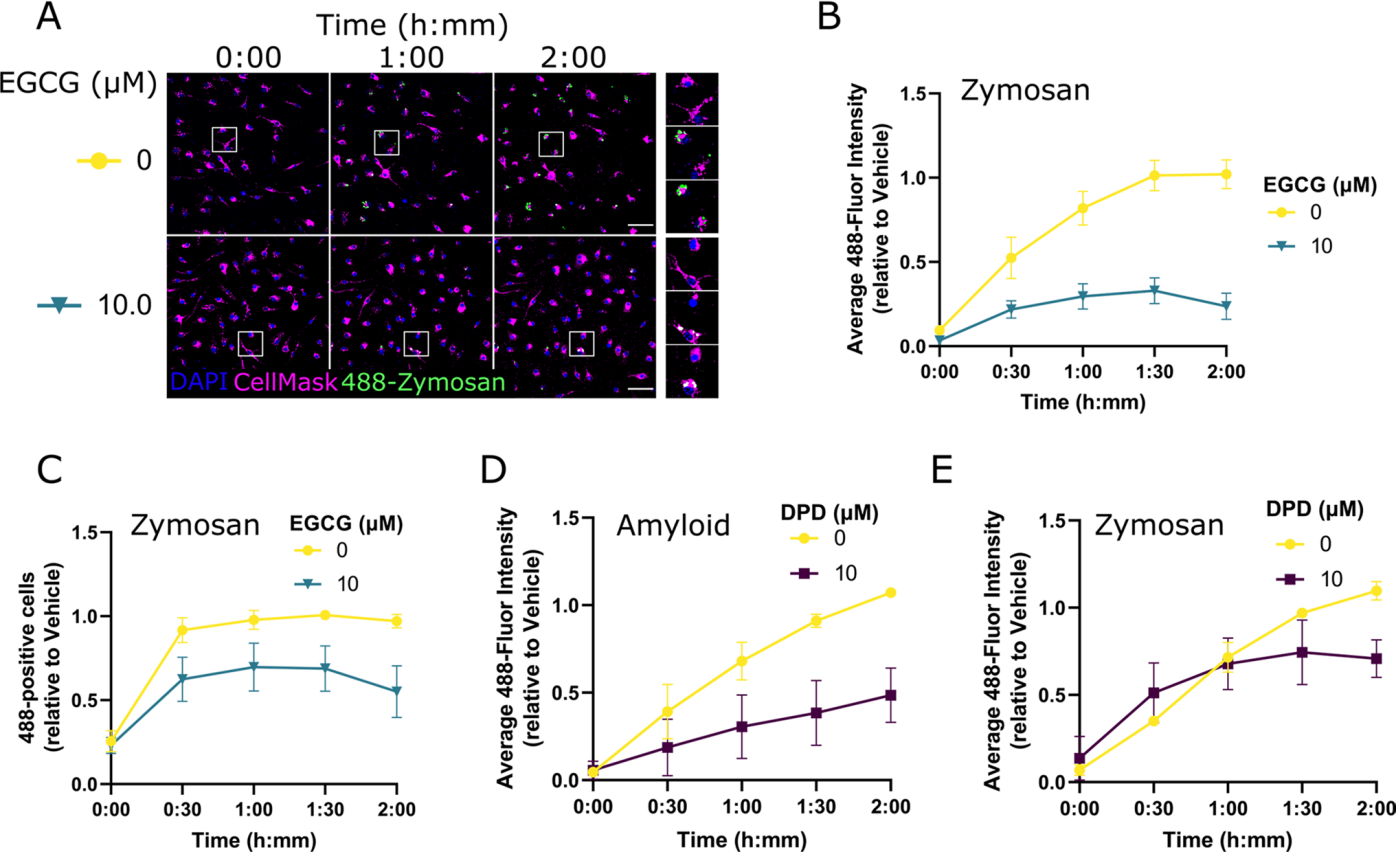
EGCG blocks microglia phagocytosis of Zymosan particles. **A** Representative immunofluorescence images of primary microglia live-stained with a nuclear marker (DAPI; blue) and a cell membrane marker (CellMask; magenta), showing phagocytosis of pHrodo Green Zymosan bioparticles (green) at different timepoints. Individual rows represent individual EGCG concentrations. White boxes indicate inset images on the right panel. Scale bar = 50 µm. **B** Quantified time course data of average cellular 488-fluorescence intensity, grouped by EGCG concentration and normalised relative to Vehicle (average of 1.5 h and 2 h timepoints). Datapoints and error bars indicate mean ± S.E.M. *n* = 4. **C** Quantified time course data of proportion of cells exhibiting phagocytosis, grouped by EGCG concentration and normalised relative to Vehicle (average of 1.5-h and 2-h timepoints). Datapoints and error bars indicate mean ± S.E.M. *n* = 4. **D** Quantified time course data of average cellular 488-fluorescence intensity for 2,2′-dipyridyl treated microglia internalising HiLyte Fluor488 labelled Aβ42 peptide, normalised relative to Vehicle (average of 1.5-h and 2-h timepoints). Datapoints and error bars indicate mean ± S.E.M *n* = 4. **C** Quantified time course data of average cellular 488-fluorescence intensity for 2,2′-dipyridyl treated microglia internalising pHrodo Green Zymosan bioparticles, normalised relative to Vehicle (average of 1.5-h and 2-h timepoints). Datapoints and error bars indicate mean ± S.E.M *n* = 4

These data indicate that EGCG affects the microglia phagocytosis of multiple pathogens and is not an effect specific to Aβ_42_. To validate this further, we compared the effects of a metal-chelating compound, 2,2′-dipyridyl (DPD), on microglia phagocytosis. DPD significantly reduced the uptake of Aβ_42_ in microglia, in a time-dependent manner (mixed effects analysis DPD effect: *F*(1,4) = 6.8, *P* = 0.059; mixed effects analysis DPD × time effect: *F*(4,15) = 4.8, *P* = 0.011) though none of the timepoints showed a significant treatment effect in post-hoc comparisons (Fig. 4D). In contrast, no effect of DPD was observed when monitoring microglia phagocytosis of Zymosan particles (mixed effects analysis DPD effect: *F*(1,17) = 2.2, *P* = 0.16). The difference in effects of EGCG and DPD on Zymosan uptake by microglia therefore supports the idea that EGCG is modulating microglia phagocytosis independently from its metal-chelating properties (Fig. 4E).

### EGCG Modulates Inflammatory Cytokine Release from Microglia

The phagocytosis assay data indicated that EGCG is likely acting directly on microglia to modulate cell function. Given that microglia are well-known mediators of inflammatory signalling in the brain [19], we tested whether EGCG affects the release of inflammatory cytokines from microglia in culture.

Microglia-conditioned media (MCM) following 24-h exposure to 1 µM EGCG was examined using the Mouse XL Proteome Profiler Array, which semi-quantitatively measures the abundance of 111 different cytokines released into the media. One micromolar was chosen as this was close to EC_50_ for EGCG and mitigated against the potentially confounding biphasic signalling characteristics of flavanols which can become apparent at higher µM. For comparisons, MCM was also examined from microglia treated with Vehicle, or with the established pro-inflammatory and anti-inflammatory stimuli IL-3 and IL-4, respectively [20, 21]. Quantification of dot blot intensity and normalisation of each cytokine relative to Vehicle showed that EGCG treatment of microglia reduced the levels of nearly all cytokines in the MCM (Supplementary Fig. 1A, B). Hierarchical clustering of cytokines by their changes to expression levels revealed subsets of proteins, including IL-17a, CCL20, IGFBP-5, Complement Factor D, and IL-22 that were most strongly suppressed by EGCG treatment (Supplementary Fig. 1C, D). Protein–protein interactions among the EGCG-suppressed proteins were extracted from the STRING database (Supplementary Fig. 1E) and queried through g:Profiler (GO:BP with < 300 terms) [22], which highlighted immune cell migration and chemotaxis (e.g. leukocyte chemotaxis, Padj = 1.963 × 10^−27^ among several immune processes strongly associated with these protein networks. Together, these data suggest that EGCG suppresses immune cell signalling cues used by microglia to elicit inflammatory responses.

### EGCG Modifies the Microglia Transcriptome

RNA sequencing was used to examine the transcriptome of microglia treated for 24 h with 1 µM EGCG (*N* = 2). 

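The data analysed here are 4 libraries of poly-A RNA from primary microglia of male CD1 mouse pups, 2 from cultures treated for 24 h with 1 µM EGCG and 2 from cultures treated with the DMSO vehicle. Each EGCG library shares a replicate number with a vehicle library. The authors deposited raw counts of reads per gene, made from paired-end reads aligned with HISAT2 to the mouse genome build GRCm38.p6. Total counts were 33805071 in Vehicle replicate 1, 34300679 in EGCG replicate 1, 36307930 in Vehicle replicate 2 and 54970300 in EGCG replicate 2, where the paper states 40 M reads per sample. The values below use the counts on genes. EGCG replicate 2 was therefore 1.51 times as deep as its vehicle library, against 1.01 times for replicate 1. A count of 3 in a library, taken as the smallest that the depth can show, corresponds to between 0.0546 and 0.0887 CPM (counts scaled to a common library size). No library was a copy of another. A chi-square comparison over genes, which sets differences against counting error alone, gave 232.5 per gene between the vehicle libraries and 231.2 between the EGCG libraries. The comparison of EGCG with vehicle gave 10.8 per gene within replicate 1 and 9.18 within replicate 2. Counts were normalized by edgeR's TMM method and tested with edgeR's quasi-likelihood F test, two-sided and with treatment as the only term. The test covered the 13811 protein-coding genes with at least 10 counts summed over the 4 libraries, one reading of the paper's filter. Across these genes, the difference between the 2 vehicle libraries correlated with the difference between the 2 EGCG libraries (Pearson r = 0.64 across genes, which are not independent replicates), so libraries with the same number deviated together. For this reason a second fit with the replicate number as a block is given beside the first. The difference between EGCG and vehicle in replicate 1 did not correlate with that in replicate 2 (r = -0.05 across the same genes).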

A total of 136 differentially expressed genes were identified relative to vehicle-treated microglia, with a non-adjusted *p*-value < 0.05, including 81 genes that were upregulated and 55 genes that were downregulated (Fig. 5A). 

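With treatment as the only term, 16 of the 13811 genes tested had an unadjusted p under 0.05, 4 higher and 12 lower in EGCG-treated microglia. With the replicate number as a block in the same edgeR test, 444 genes did, 293 higher and 151 lower. The Wald test of DESeq2, the package the paper used, gave 24 genes without the block, 4 of them higher. With the replicate block it gave 153 genes, of which 92 were higher and 61 lower in EGCG. The block was the choice that moved this count most among the alternatives. If no gene responded and the p-values were calibrated, a share of 0.05 of the 13811 genes would pass. Every count here is a smaller share, so none of them can be read as a number of responding genes. Of the 16 genes, 13 were among the 444 and 7 among the 153, and 115 of the 153 were among the 444. Among the 61 genes lower in the blocked DESeq2 fit, the median log2 difference was -1.54 in replicate 1 and -0.29 in replicate 2, and 33 fell by more than 1 on the log2 scale in replicate 1 against 12 in replicate 2. Among the 92 higher genes the medians were 0.26 and 0.20. When the treatment labels were exchanged within replicate 2 alone, the edgeR test without the block gave 23 genes, the blocked edgeR test 537 and the blocked DESeq2 fit 128. That exchange leaves the differences of replicate 1 in place, so it is not a comparison free of treatment and decides nothing.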

Six of these genes were differentially expressed with an adjusted *p*-value < 0.1, including four genes that were upregulated by EGCG (Rpl17, Cd36, Plau, MgII) and two genes that were downregulated (Serpinb2, Mmp3) (Fig. 5A).

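With treatment as the only term, no gene had an adjusted p under 0.1 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, against 16 genes at an unadjusted p under 0.05. With the replicate block, the same test gave 1 gene, Rpl17 (adjusted p = 0.0518). The Wald test of DESeq2 gave 1 gene without the block, also Rpl17. With the replicate block it gave 7, which were the 6 genes named by the paper (MgII is listed as Mgll in the files) and Rps27a, a gene chosen here after its values were seen. Rpl17 (ENSMUSG00000062328) lies on chromosome 18 of GRCm38 from 75000477 to 75003381 and encodes a protein of the large ribosomal subunit. It rose from 56.3 ± 1.58 CPM in vehicle to 121 ± 5.50 in EGCG (SD, n = 2 libraries each), a log2 fold change of 1.11 with a standard error of 0.12. Standard errors from edgeR were worked back from its F statistic, so they are not measured as those of DESeq2 are. Cd36 (chromosome 5, 17781690 to 17888801) encodes a scavenger receptor and was 0.31 higher on the log2 scale in replicate 1 and 0.47 higher in replicate 2. The corresponding differences were 0.25 and 0.38 for Plau (chromosome 14, 20836660 to 20843385), which encodes a plasminogen activator. For the lipase gene Mgll (chromosome 6, 88724412 to 88828360) they were 0.41 and 0.40. Serpinb2 (chromosome 1, 107511423 to 107535478) was lower in both replicates, by differences of -0.84 and -0.62. The vehicle libraries themselves differed by more than this for several of these genes. Cd36 was at 361.8 CPM in Vehicle replicate 1 and 164 in Vehicle replicate 2, and Plau was at 1060.4 and 432. The block takes out such differences between replicates. With it, the unadjusted p in edgeR was 0.0010 for Cd36, 0.0041 for Plau, 0.00032 for Mgll and 0.00013 for Serpinb2. Their adjusted p was 0.99, 0.99, 0.66 and 0.58. Mmp3 (chromosome 9, 7445822 to 7455975) had 186 counts in Vehicle replicate 1 and 1 in EGCG replicate 1, but 826 in Vehicle replicate 2 and 888 in EGCG replicate 2, which was the deeper library, a log2 difference of -0.48 after normalization. Its log2 fold change was -0.80 without the block (standard error 2.07, adjusted p = 1.00 from edgeR's test) and -2.95 with the block in DESeq2 (standard error 0.70, adjusted p = 0.0433).

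**Figure D1:**
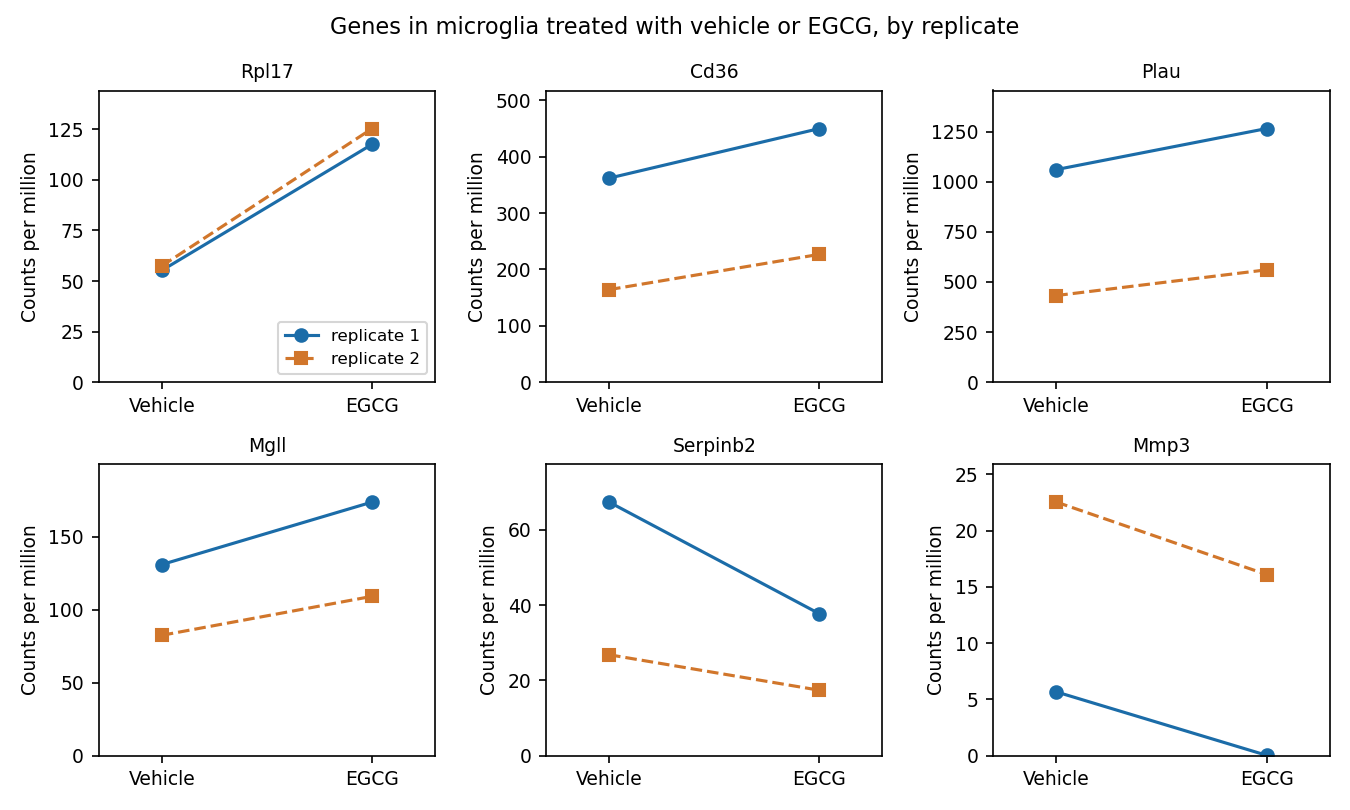
TMM-normalized CPM of the 6 genes in each of the 4 libraries, 1 gene per panel, with lines joining the vehicle and EGCG libraries of the same replicate. Each point is 1 library. Rpl17 rises in both replicates, and Mmp3 is at 0.0312 CPM in EGCG replicate 1.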

**Fig. 5:**
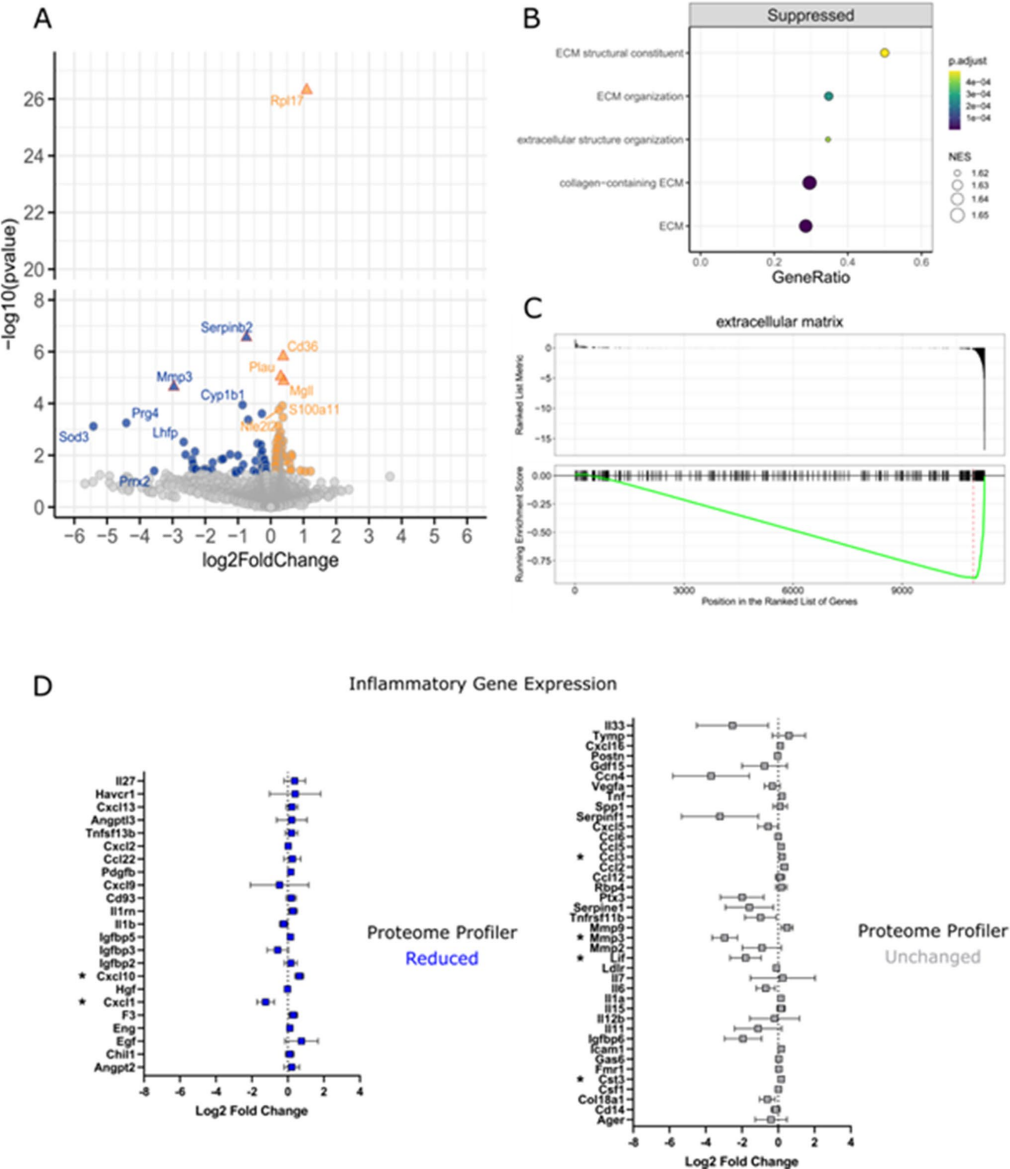
EGCG modifies the microglia transcriptome. **A** Volcano plot showing differentially expressed genes (DEGs) in EGCG-treated microglia compared to Vehicle. DEGs with a nominal *p*-value < 0.05 are coloured in blue (downregulated) or orange (upregulated). DEGs with a BH-adjusted *p*-value < 0.1 are shown as triangle symbols with red outlines. **B** Gene sets significantly suppressed in EGCG-treated microglia with normalised enrichment scores (NES) and gene ratios (proportion of DEGs within gene set size). ECM, extracellular matrix. **C** GSEA plot of ECM genes according to their ranked position within the list of EGCG-modified genes. **D** EGCG-induced changes to transcription of inflammatory genes that show reduced (log2 densitometry ratio <  − 0.5; left panel) or unchanged (log2 densitometry ratio >  − 0.5; right panel) protein release in the Proteome Profiler Array. Gene expression changes with nominal *p*-values < 0.05 are marked by an asterisk

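Of the other genes labelled in Fig. 5A, Sod3 (ENSMUSG00000072941) and Prg4 (ENSMUSG00000006014) had an unadjusted p under 0.05 in edgeR's quasi-likelihood test with treatment as the only term. All 7 did with the replicate block in edgeR and in DESeq2, with unadjusted p in edgeR of 0.0034 for Sod3, 0.0173 for Prg4, 0.000212 for Cyp1b1, 0.00467 for Nfe2l2, 0.00528 for S100a11, 0.0417 for Lhfp and 0.0447 for Prrx2. Sod3 and Prg4 rested on few reads. Sod3 had 35 and 24 counts in the vehicle libraries of replicates 1 and 2 and 0 and 2 in the EGCG libraries. Its unadjusted p was 0.0114 and its adjusted p 1.00 in that test. No fold change is given, since neither EGCG library was above 3 counts. Prg4 had 66 and 21 counts in vehicle and 0 and 6 in EGCG, a log2 fold change of -4.34. Lhfp fell by 4.25 on the log2 scale in replicate 1 and by 0.83 in replicate 2. Prrx2 had 16 counts in Vehicle replicate 1 and 0 in EGCG replicate 1. In replicate 2 it had 17 and 7, a log2 difference of -1.53. Cyp1b1 was lower by similar amounts in both replicates, with differences of -0.87 and -0.82, and 13.6 and 5.11 CPM in the EGCG libraries. Nfe2l2 was higher by 0.28 and 0.24. The differences for S100a11 were 0.22 and 0.51, while its CPM were 344.6 in Vehicle replicate 1 and 63.7 in Vehicle replicate 2.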

To provide further biological context to the EGCG-induced transcriptome changes, we applied Gene Set Enrichment Analysis (GSEA) to the ranked list of EGCG-modified genes. This approach highlighted that genes involved in the composition and regulation of the microglia extracellular matrix (ECM) were significantly downregulated by EGCG (Fig. 5B, C).

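The gene sets of the paper were not used here. A list of ECM genes written by hand, comprising collagens, glycoproteins, proteoglycans and regulators, had 200 genes among those tested. Ranked by the π-value of the edgeR fit without the block, the list had a normalized enrichment score of -1.58 (p = 0.0011 over 1000 gene permutations, near the smallest that these can give). The score was -1.90 with the replicate block. Permuting genes treats genes as replicates. The model p of the fry test run on the edgeR fit, which takes the spread from the libraries, was 0.318 without the block and 0.564 with it, both for lower expression in EGCG. The camera test, which assumes a small fixed correlation between genes, gave 1.11e-28 and 1.9e-19. The median log2 fold change of the list was -0.43, below all 10000 random lists of genes matched on mean expression. The 2 replicates differed. In replicate 1 the median log2 difference between EGCG and vehicle was -0.68, 154 of the 200 genes were lower, and 89 fell by more than 1 on the log2 scale. In replicate 2 the median was 0.04, at percentile 89.0 among the matched random lists, with 89 genes lower and 10 that fell by more than 1. Ranked by the log2 difference of replicate 1 alone the enrichment score was -2.05, and by that of replicate 2 alone it was 1.198, a setting chosen after the data were seen. The 5 genes with the most negative π-value included Eln, with 1088 counts in Vehicle replicate 1 and 1 in EGCG replicate 1, but 3 and 5 in the libraries of replicate 2. They also included Epyc, whose 256 counts were all in Vehicle replicate 1, and Ogn, Tll1 and Prg4. The 2 genes with the most positive π-value were Mmp9, which was higher by 0.19 in replicate 1 and 0.80 in replicate 2, and Lamc3.

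**Figure D2:**
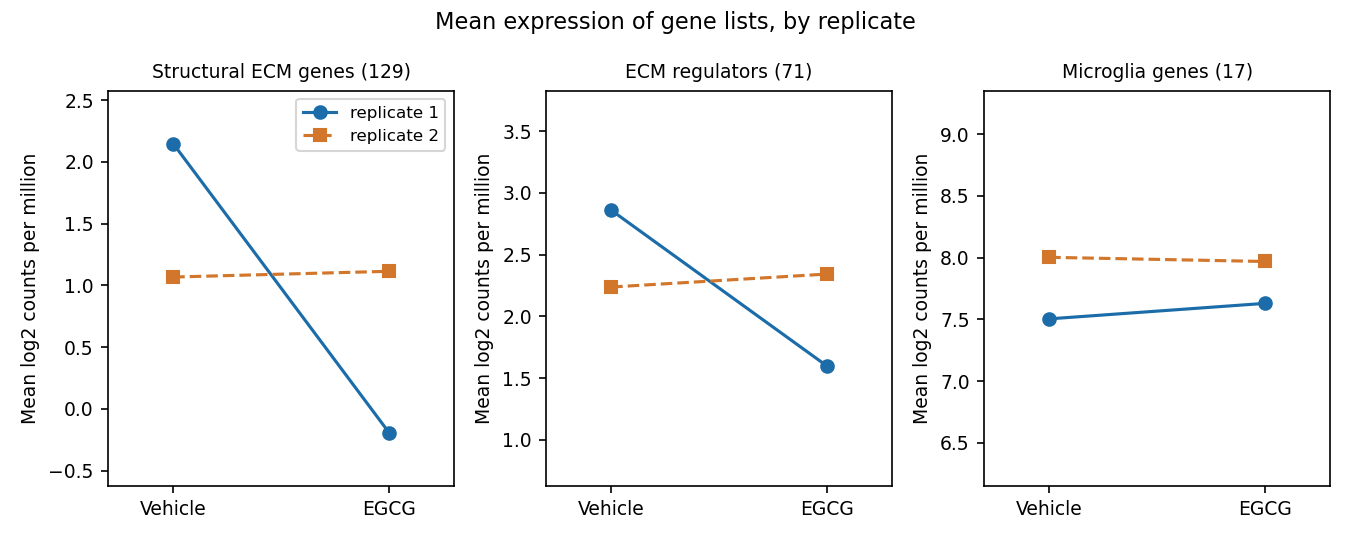
Mean log2 CPM of the 129 structural ECM genes, the 71 ECM regulators and 17 microglia genes in each of the 4 libraries, with lines joining the vehicle and EGCG libraries of the same replicate and axes of equal span. The mean of the structural ECM genes is 2.15 in Vehicle replicate 1 and -0.19 in EGCG replicate 1, and 1.07 and 1.11 in the libraries of replicate 2.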

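The 63 genes shown in Fig. 5D were all among the genes tested. For the 23 genes whose protein was reduced in the conditioned media, the median log2 fold change of the RNA was 0.13. For the 40 whose protein was unchanged it was -0.05. The difference in medians was 0.18 (two-sided permutation test with 100000 resamples across genes, which are not replicates, p = 0.0123). It was 0.25 with the replicate block in the edgeR fit (permutation p = 0.033), and with only the genes that had 10 counts in every library it was 0.12 (permutation p = 0.0948). With each library left out in turn it ranged from -0.27 to 1.12. Those fits had no block and left the replicates unbalanced between EGCG and vehicle, so this range also carries the difference between replicates. Among the genes with unchanged protein, 16 fell by more than 1 on the log2 scale in replicate 1 and none did in replicate 2. Of those with reduced protein, 1 did in replicate 1 and none in replicate 2. Of the genes with reduced protein, 12 were higher and 3 lower in EGCG in both replicates, against 12 and 8 with unchanged protein. For reduced and unchanged protein, the medians were 0.05 and -0.28 in replicate 1, and 0.13 and 0.08 in replicate 2.

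**Figure D3:**
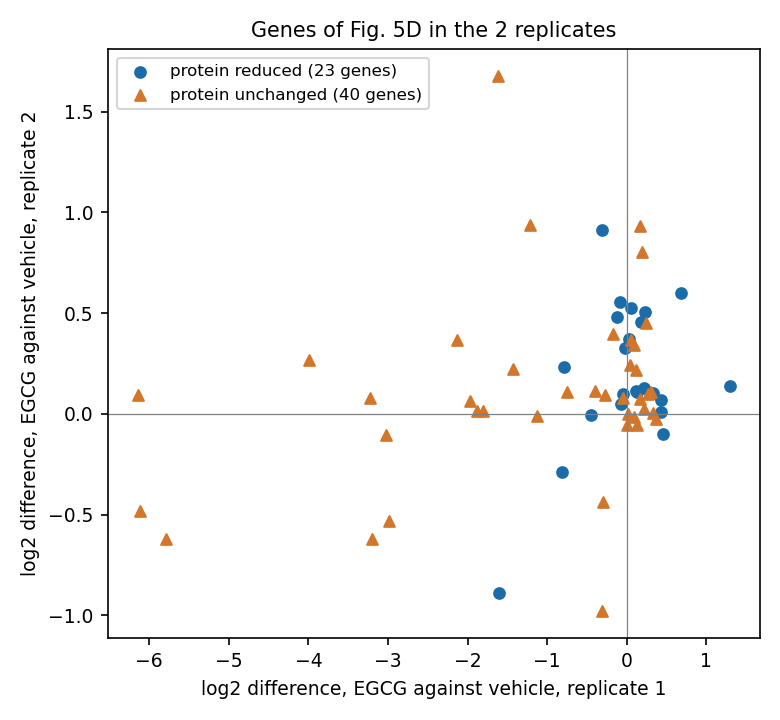
Log2 difference in RNA between EGCG and vehicle in replicate 1 against that in replicate 2 for the genes of Fig. 5D, with circles for the 23 genes whose protein was reduced and triangles for the 40 whose protein was unchanged. Each point is 1 gene. The points that fell by more than 1 in replicate 1 lie near or above -0.62 in replicate 2, apart from Cxcl1 at -0.89.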

Comparing gene expression level changes for inflammatory proteins analysed in MCM (Supplementary Fig. 1) revealed little correlation between gene and protein-level changes. Only two genes with reduced MCM protein levels were significantly altered in the microglia transcriptome by EGCG; Cxcl1 (downregulated) and Cxcl10 (upregulated) (Fig. 5D). Conversely, several genes with unchanged MCM protein levels were significantly changed in the microglia transcriptome by EGCG; Lif, Mmp3 (downregulated) and Ccl3, Cst3 (upregulated). These data indicate that the strong modulatory effects of EGCG on inflammatory cytokine release are not likely to be through a direct transcriptional mechanism.

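Cxcl1 (ENSMUSG00000029380, chromosome 5 of GRCm38, 90891241 to 90893115) had 47 counts in Vehicle replicate 1, 14 in EGCG replicate 1, 266 in Vehicle replicate 2 and 215 in EGCG replicate 2. After normalization its log2 difference was -1.60 in replicate 1 and -0.89 in replicate 2. With treatment as the only term the log2 fold change was -0.99 (standard error 1.33), and the unadjusted p from the edgeR model over all genes was 0.496. With the replicate block it was -1.202, with an unadjusted p of 0.00543 from edgeR and 0.00886 from DESeq2. Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889) was at 6.40 and 10.6 CPM in the vehicle libraries of replicates 1 and 2, and at 10.3 and 16.1 in the EGCG libraries. Its log2 fold change was 0.64 (standard error 0.38), with an unadjusted p of 0.175 without the block. With the block the p was 0.00122 from edgeR and 0.00843 from DESeq2. In the blocked edgeR fit, 2 further genes with reduced protein had an unadjusted p under 0.05, Pdgfb and F3, which were chosen after their values were seen.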

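Lif (ENSMUSG00000034394, chromosome 11 of GRCm38, 4257557 to 4272514) had 36 counts in Vehicle replicate 1 and 3 in EGCG replicate 1, against 72 and 74 in the libraries of replicate 2, where it was at 1.96 and 1.34 CPM, a log2 difference of -0.53. Its log2 fold change was -1.07 without the block (standard error 1.26, unadjusted p = 0.446 in the edgeR model over all genes) and -1.798 in DESeq2 with the block (unadjusted p = 0.0353). In edgeR with the block the p was 0.074 for Lif and 0.119 for Mmp3. Both genes fell mostly in replicate 1. Ccl3 (chromosome 11, 83647844 to 83649355) was higher in EGCG by 0.09 on the log2 scale in replicate 1 and 0.34 in replicate 2, and Cst3 (chromosome 2, 148871722 to 148875692) by 0.11 and 0.22. Their unadjusted p with the block in DESeq2 was 0.0163 and 0.0159, and without it in edgeR 0.3 and 0.455. The p of Cst3 in edgeR with the block was 0.0645.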

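With treatment as the only term, none of the 63 genes of Fig. 5D had an unadjusted p under 0.05 in edgeR's quasi-likelihood test, and the smallest was 0.0755. With the replicate block, 10 genes did in edgeR and 7 in DESeq2, 2 of these 7 with reduced protein and 5 with unchanged protein. Exchanging the treatment labels within replicate 2 gave the same counts with the block, 10 and 7. The exchange keeps the differences of replicate 1 as they are, so equal counts are partly built in and decide nothing. The 7 genes called in DESeq2 with the real labels were the 6 genes that the paper names and Icam1. Adjusted over the 63 genes alone, 1 gene had an adjusted p under 0.1 in edgeR with the block (Cxcl10, 0.077) and 1 in DESeq2 with the block (Mmp3, 0.00138). Of the 23 genes whose protein was reduced, Cxcl10 alone had such an adjusted p in the blocked edgeR fit, and none did in the blocked DESeq2 fit. The paper reports little correlation between RNA and protein changes. It adds that few genes with reduced protein changed in RNA, while several with unchanged protein did. From this it reasons that a direct transcriptional mechanism is not likely to account for the effect of EGCG on cytokine release.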

## Discussion

Microglia are crucial players in the pathogenesis of late-onset AD, with evidence for both deleterious and beneficial effects [23]. The proliferation and activation of microglia close to Aβ plaques are consistent with the prevailing view of a functional removal of toxic protein aggregates, although engulfment of stressed but still viable synapses is also likely [24]. Plaques fail to form in the parenchymal space of microglia knockout mice so microglia could potentially contribute to the development and spread of Aβ pathology [3]. Therefore, understanding how AD intervention strategies impact microglial function is crucial when assessing overall therapeutic potential. Due to growing interest in the beneficial actions of dietary flavanols on brain health, combined with the progression of EGCG into clinical trials for AD, we embarked on structure–function studies on a small series of related flavan-3-ols, to define their impact on microglial responsiveness. Because our primary interests are in risk reduction strategies for late-onset AD, we chose not to use the APP or PS1 expression models, or microglia derived from human iPSc carrying mutations, instead preferring well-established and fully characterised primary rodent microglia. These mouse-derived cells expressed C11b and Iba1 and exhibited key functional characteristics such as NFκB translocation, NO release, and Aβ phagocytosis as expected of microglia in the CNS. Applying flavanol-3-ols to these cells and assessing responsiveness indicated that the extent and pattern of hydroxylation and the presence of the galloyl moiety were strong determinants of the microglia modifying properties of flavan-3-ols. EGCG was the most effective flavan-3-ol inhibiting phagocytosis of Aβ, demonstrating broadly anti-inflammatory activity, reducing cytokine release and downregulating transcription particularly of components of the microglia extracellular matrix.

EGCG showed a clear time- and concentration-dependent inhibitory effect on the phagocytosis of Aβ. This could have resulted from direct modulatory actions on microglial reactivity or could have been secondary to molecular interactions between EGCG and Aβ. Aβ aggregation, redox activity, and toxicity are closely associated with the binding of iron and other metal ions and EGCG is a well-characterised metal chelator, antioxidant [16], and disrupter of Aβ aggregation [11] so we considered this a potential mechanism of action. Indeed, the bidentate chelating compound DPD, which blocks Aβ toxicity in neurons [25] also inhibited Aβ phagocytosis in our microglial model supporting the role of iron chelation as an underlying mechanism. However, EGCG also strongly inhibited the phagocytosis of zymosan which was not influenced by metal chelation. This suggests that EGCG is acting to influence microglial phagocytosis through at least another mechanism, potentially through modulation of receptor signalling pathways [26]. For example, flavan-3-ols are well-characterised inhibitors of key protein kinase pathways lying downstream of TAM receptors [27]. Indeed, the TREM2-DAP12 complex is strongly implicated in microglial responsiveness in AD, co-ordinating signalling via Syk to PI3-kinase, Akt, and ERK [28] all of which are known targets for flavan-3-ols.

To relate flavan-3-ol inhibition of phagocytosis to the overall inflammatory status, microglia were treated with EGCG and assessed for cytokine release in comparison with IL-3 (pro-inflammatory) and IL-4 (anti-inflammatory) using a proteome profiler. Although an anti-inflammatory phenotype was not unexpected for EGCG [29], the extent and breadth of inhibition of cytokine release with EGCG were very notable particularly in comparison to that seen with IL-4. Clustering of affected cytokines revealed subsets including IL-17a, CCL20, IGFBP-5, Complement Factor D, and IL-22 that were all very strongly suppressed by EGCG treatment. Further analysis highlighted immune cell migration and chemotaxis among several immune processes most strongly associated with these protein networks. Together, these data suggest that EGCG suppresses immune cell signalling cues used by microglia to elicit inflammatory responses with the possibility therefore of modulating migration to Aβ plaques.

To gain further functional insight into the flavanol-3-ol response, RNA sequencing was undertaken to define the EGCG microglial transcriptome. There was surprisingly little correlation between the RNA sequencing and proteome profiler data sets, and from this, we conclude that most changes in the EGCG-evoked cytokine secretome did not result from direct transcriptional responses, although some changes might have been missed due to the temporal nature of gene expression. Genes upregulated by EGCG treatment included the ribosomal protein Rpl17 and the urokinase-plasminogen activator gene Plau, which has been implicated in AD risk [30] and most notably the cell surface scavenger receptor CD36 which binds Aβ fibrils as part of a phagocytic response [31]. With regard to the identified downregulated genes, microglial matrix metalloproteinases (MMPs) such as MMP3 are important mediators of neuroinflammation and synaptic reorganisation in plasticity and neurodegeneration [32]. Pharmacological inhibition of MMP3 has previously been postulated as an intervention for inflammatory diseases of the CNS [33], so EGCG might have therapeutic potential in this respect. SerpinB2, also known as type 2 plasminogen activator inhibitor (PAI-2), is upregulated in activated microglia in AD [34] and may play a role in migration and matrix breakdown. More recent data proposes a role for SerpinB2 in protein misfolding and proteostasis [35, 36] so the functional consequence of EGCG-mediated downregulation of SerpinB2 is difficult to predict.

In conclusion, increasing levels of recognition of the importance of microglia in AD and other forms of neurodegeneration highlight the potential need for modulators of phagocytosis and brain inflammation to slow onset and progression. Bioavailable flavan-3-ols may hold some promise, but the extent of hydroxylation and a galloyl moiety appear strong determinants of function which will need careful consideration with respect to ADME and future drug design based around flavanol scaffolds.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1 Supplementary Figure 1. EGCG reduces inflammatory cytokine release from microglia. (A) Dot blots of 111 different cytokines (spotted in duplicate) of the Proteome Profiler Mouse XL Cytokine Array exposed to conditioned media from microglia treated with EGCG (1µM) or IL-3 (20ng/ml) or IL-4 (20ng/ml) for 24h. (B) Log2 ratios of densitometric readings for all 111 cytokines from (A) for each treatment relative to Vehicle. (C) Heatmap and hierarchical clustering of cytokines showing an absolute log2 Treatment/Vehicle ratio > 0.5 in any of the treatment conditions. Colour indicates log2 Treatment/Vehicle ratio. (D) Densitometry values of the top 10 cytokines modified by EGCG relative to Vehicle. (E) STRING network analysis of functional protein associations between the top EGCG modified cytokines. Node colour indicates Log2 EGCG/Vehicle densitometry ratio for each cytokine (grey nodes are functionally associated proteins that were not changed/tested in the Profiler Array). Edges represent predicted protein associations with stringdb confidence scores > 0.8 (mapped to line width).

Supplementary file2 (CSV 7576 KB)

Supplementary file3 (CSV 7513 KB)

Supplementary file4

## Data Availability

RNA sequencing raw and processed data files are uploaded to the GEO server and available to access using the GEO accession number GSE208144 (Access token gropiaigpvmbtyj). https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE208144. Associated raw data files are also provided as supplementary files (csv) to this manuscript. We do not have a suitable archive repository for the large number of image files generated by high-content microscopy, but original data will be made available from the corresponding author on reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

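RNA from primary mouse microglia treated for 24 h with 1 µM EGCG or vehicle was measured in 4 libraries, 2 per group. The authors deposited raw counts per gene, in whole reads and without normalization, in 1 table per replicate, each with a vehicle and an EGCG column. The reads had been filtered for adapters and low quality and aligned with HISAT2 to GRCm38.p6. The paper's text does not name the counting program, the annotation or the handling of reads that match several genes, and these can change the counts of genes with near-identical copies. The replicate number of each library was taken from the paper's supplementary file, which also gives the pairing used for the block. Conditions were taken from the sample labels.

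The tables were joined on the Ensembl identifier, which gave 54532 genes, 22046 of them protein-coding. Loci that had been assembled separately in each table (697 and 329) were left out, since none of the 329 identifiers that occur in both tables had the same position in both. Of the 54409 identifiers found in GENCODE release 21 for mouse, 98.3% had the same position there. Coordinates are those of the files. Between 97.8% and 98.0% of counts fell on protein-coding genes. The floor of 3 counts covers counting error only.

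Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood F test) and, as an alternative, with DESeq2 1.42.0, whereas the paper used another version of DESeq2. The smallest count kept was 10 summed over the 4 libraries, a reading of the paper's filter, which does not say over what its reads are summed. Thresholds were an unadjusted p under 0.05 and, after Benjamini-Hochberg adjustment, an adjusted p under 0.1. Log2 values per library used a prior count of 2. The standard error given for an edgeR fit is the absolute log2 fold change divided by the square root of the F statistic. That of DESeq2 is the package's own estimate. The design, the alternatives and the lists of ECM, marker and target genes were fixed before the data were examined. The design names the quasi-likelihood functions without options, so the default of the installed edgeR version is used. An early fit with this default gave 16 genes at an unadjusted p under 0.05. The newer dispersion method of the package was then used by mistake and gave 38, and neither gave a gene at an adjusted p under 0.1. The default was restored because the design names it, with both results already seen, and the newer method is reported as an alternative added later.

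Gene set enrichment used fgsea 1.28.0 with 1000 permutations of genes, and camera and fry used edgeR with limma 3.58.1. The list of ECM genes named 263 symbols, of which 257 were matched to different genes in the files and 200 were tested. A list's median was compared with 10000 random lists matched on mean expression in 20 bins. The genes of Fig. 5D were compared between panels with 100000 resamples, or 10000 under each alternative. Genes named in the text are those the paper names or labels, the microglia markers of Fig. 1A, the genes with the smallest adjusted p (none passed), the 5 and 2 ECM genes at the ends of the ranking, and sex-linked genes. Others are marked as chosen after their values were seen. Near-identical copies of a gene were found with BLAST 2.17.0 at 90% identity over 200 nucleotides.

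The fits were tested on simulated counts with 200 genes changed by 1.5 on the log2 scale among 13697, and with a difference between replicates. At an adjusted p under 0.1, edgeR recovered 65.0% of the changed genes without the block and 100% with it, and DESeq2 recovered 95.5% and 98.5%. False calls were 8 in edgeR and 2 in DESeq2 with the block, and 0 in both without it. In the simulation the spread between libraries was the same small value for every gene. Only well covered genes were changed, by equal amounts in both replicates. The changes of Cd36, Plau and Mgll were far smaller than 1.5, so these rates do not measure power or error in the real data. With 2 libraries against 2, a permutation of libraries cannot give a two-sided p below 0.333, so all p-values rest on the models. The alternatives covered the test, the normalization, the filter on low counts, gene classes, the replicate block and leaving out each library. The proteome array, phagocytosis, nitric oxide and imaging measurements of the paper were not analysed here.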

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

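The tests below of library size and of reads shared between copies were chosen after the results were seen, and the test of nuclear RNA before.

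Rps27a, which the paper does not discuss, had an adjusted p of 9.76e-15 and a log2 fold change of 0.81 (standard error 0.09) in DESeq2 with the replicate block over all gene classes. It was higher in EGCG in both replicates, from 237 to 375 and from 164 to 318 CPM, and in edgeR without the block its adjusted p was 1.00 and its unadjusted p 0.0346. Its near-identical copies held 748 counts in Vehicle replicate 1, against 7786 on Rps27a, so they were too few to supply the rise, and the summed count of the gene and its copies still rose by 0.59 and 0.85 on the log2 scale. A difference in depth was also tested, since only replicate 2 has libraries of unequal size, but the rise was 0.66 in replicate 1. Reads that match several genes and were not counted cannot be examined from these files. No biological explanation was tested.

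Malat1, a non-coding RNA and so outside the genes the paper tested, had a log2 fold change of -0.34 (standard error 0.08, adjusted p = 0.0704) in the same fit. It was lower in EGCG in both replicates, from 565.8 to 495 and from 509.8 to 365.8 CPM. Because Malat1 stays in the nucleus, a smaller share of nuclear RNA in the EGCG libraries was tested on 10 other nuclear RNAs. Their median log2 difference was 0.0365 in replicate 1 and -0.01 in replicate 2, so the median did not fall in both. Of the 10, 3 had under 10 counts in some library, and for the other 7, a choice made after the values were seen, the medians were 0.0388 and -0.03. Neat1, the most abundant of them and also named after its values were seen, was lower in both replicates (-0.07 and -0.17), so a smaller share of some nuclear RNAs is not ruled out. The fall of Malat1 was -0.19 in replicate 1, where the libraries have near-equal depth, so depth alone does not give it. It is a call at 1 threshold in 1 fit, and other technical explanations were not tested.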

How the results depend on the processing

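The replicate block changed the counts of genes most. The number of genes with p under 0.05 was 16, and it was 444 in edgeR with the replicate block and 153 in DESeq2 with the replicate block. Each is less than a share of 0.05 of the genes tested, which calibrated p-values would give without any effect. Higher in EGCG were 4, 293 and 92 genes, and lower were 12, 151 and 61. The number with adjusted p under 0.1 was 0, 1 and 7. For the genes of Fig. 5D, 0, 10 and 7 had p under 0.05. The libraries with the same number deviated together (r = 0.64 across genes), and the cause of the differences between the edgeR and DESeq2 fits was not tested.

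Without the block, the edgeR likelihood ratio test gave 78 genes with p under 0.05 (10 higher, 68 lower). Genes of all biotypes gave 35 (10 higher, 25 lower). A filter of 10 counts in every library gave 3 (2 higher, 1 lower), filterByExpr gave 6 (2 higher, 4 lower), and no filter on low counts gave 15, with 2 higher. Upper-quartile factors gave 13, with 2 higher, and total counts only gave 17, with 3 higher. DESeq2 gave 24 with and without independent filtering, with 20 lower, and 1 gene with an adjusted p under 0.1. The share of higher genes was 25.0% with TMM, 15.4% with upper-quartile factors and 17.6% with total counts only.

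Of the alternatives added after the data were seen, the newer edgeR dispersion method gave 38 genes (7 higher, 31 lower) and, with the replicate block, 524 (288 higher, 236 lower), 2 with an adjusted p under 0.1 and 9 of Fig. 5D. DESeq2 with the replicate block and 10 counts in every library gave 133 (93 higher, 40 lower), 8 with an adjusted p under 0.1 and 6 of Fig. 5D.

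The ECM enrichment score was negative in every fit and ranking planned, from -2.81 to -1.43, and from -2.25 to -1.54 across the 4 fits that each left out one library. Those 4 were ranked by log2 fold change, which gave -2.08 with all libraries. They had no block and each kept a library of replicate 1, so their sign does not show a fall in both replicates. For replicate 2 alone it was 1.198. The median difference between the panels of Fig. 5D was 0.12 (permutation p = 0.0948) with 10 counts in every library and 0.0861 (permutation p = 0.0816) in DESeq2 with the replicate block and that filter. It ranged from -0.27 to 1.12 across the fits that each left out one library, which had no block. The number of marker lists with an adjusted p under 0.1 from camera was 7, and 12 with the replicate block. From fry, every list had an adjusted p of 0.973 without the block. With it, only the disease-associated microglia genes came under 0.1, at 0.0573.

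Among single genes, Aif1 changed from -0.03 to 0.11 in edgeR and 0.12 in DESeq2 with the replicate block, to 0.10 with the newer edgeR dispersion method with the replicate block and 0.11 with DESeq2 with the replicate block and 10 counts in every library. Itgam changed to -0.00192 with upper-quartile factors and -0.0155 with total counts only, and Uty to -0.0159 with total counts only. All of these lie within their errors. Of the other values of single genes, 91 came under a p of 0.05 and 4 rose above it, and 83 values with a library left out moved by more than the spread between replicates. The remaining 537 kept their direction and side of the threshold or, with a library left out, moved by less than that spread, in some cases with a change of sign. With each library left out in turn, 15 of 40 genes changed sign in at least 1 fit. Such fits without the block leave the 2 cultures unbalanced between the groups. Rpl17 stayed between 1.03 and 1.154.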

Differences from the paper's values

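The paper reports 136 genes with an unadjusted p under 0.05, against 16 here, of which the paper's 81 higher and 55 lower in EGCG compare with 4 and 12. The paper reports 6 genes with an adjusted p under 0.1, against 0 here. Of the alternatives set before the data were examined, DESeq2 with the replicate block gave 153, 92 and 61 genes and 7 with an adjusted p, within 1.5 times of each of the paper's counts. The edgeR likelihood ratio test gave 68 lower genes, within that range of the paper's 55, and no other alternative reached any of the 4 counts. DESeq2 with the replicate block and 10 counts in every library, chosen after seeing the values, gave 133, 93, 40 and 8. The paper's methods describe the design as EGCG against vehicle. They do not mention a block or say whether treatment was the only term.

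For Mmp3 the log2 fold change was -0.80, against about -3.0 in Fig. 5A, read by eye. Of the fits set before the data were examined, DESeq2 with the replicate block gave -2.95, edgeR with the replicate block -1.75, and the fits that each left out one library ranged from -8.69 to 0.51. For Lif it was -1.07, against about -1.8 in Fig. 5D, read by eye, and edgeR and DESeq2 with the replicate block gave -1.61 and -1.798. For Lif the fits that each left out one library ranged from -4.01 to -0.19, and of these only the one without Vehicle replicate 1, at -1.42, came within 1.5 times of the figure's value.

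The paper names Rpl17, Cd36, Plau, Mgll, Serpinb2 and Mmp3 as past its adjusted threshold, where edgeR without the block called none of them. All were called in DESeq2 with the replicate block, and Rpl17 also in DESeq2 without it, with or without independent filtering, and in edgeR with it. Over all gene classes, DESeq2 with the replicate block also called all of them. Of the settings chosen after seeing the values, the newer edgeR dispersion method with the replicate block called Rpl17, and DESeq2 with the replicate block and 10 counts in every library called the other 5 but did not test Mmp3, which that filter removes. The paper marks Cxcl1, Cxcl10, Lif, Mmp3, Ccl3 and Cst3 in Fig. 5D, where the edgeR test without the block called none. All were called in DESeq2 with the replicate block, and Cxcl1, Cxcl10 and Ccl3 in edgeR with it. Of the settings chosen after seeing the values, the newer edgeR dispersion method with the replicate block called Cxcl1, Cxcl10 and Ccl3, and DESeq2 with the replicate block and 10 counts in every library called these and Cst3, and did not test Lif or Mmp3.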

Other observations

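All tests in this part were chosen after the results they bear on were seen, except that of GC content and length. The limits of the tests of copies were worked out after those tests.

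The fall of the ECM genes was seen in 1 of the 2 replicates. Collagen genes chosen after their values were seen show its size. Col1a1 had 3962 counts in Vehicle replicate 1 and 4 in EGCG replicate 1, but 1344 and 2040 in the libraries of replicate 2, a log2 difference of 0.01 after normalization. Col3a1 had 4417 and 6, against 2189 and 4376, a log2 difference of 0.41. A candidate explanation is that EGCG replicate 1 held fewer stromal cells than its vehicle culture. A list of 31 stromal genes outside the ECM list had a median log2 difference of -3.03 in replicate 1, below all 10000 matched random lists, and of 0.26 in replicate 2. The fall in replicate 1 was not confined to stromal genes. Genes of endothelial and mural cells had medians of -1.29 in replicate 1 and 0.10 in replicate 2, and astrocyte genes -0.46 and 0.33. Genes of the oligodendrocyte lineage did not fall, with medians of 0.04 and 0.35. The 17 microglia genes had medians of 0.16 and 0.00108. A response of the ECM genes to EGCG in both cultures was not seen, since their median in replicate 2 was 0.0372. Depth is not a likely source, as the libraries of replicate 1 differ 1.01-fold. After GC content and transcript length were fitted, with values for 100% of the ECM genes, the median in replicate 1 was -0.54, still below all matched random lists. The cultures of replicate 1 may have differed in stromal cells by chance, before or during treatment. Such a difference, loss caused by EGCG in that culture, and a response of such cells to EGCG cannot be told apart. Only 1 culture showed the fall, and no cell counts were analysed here.

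The rise of Rpl17 has a technical candidate explanation, reads divided differently between near-identical copies, which the tests run here did not decide. Its processed pseudogene Rpl17-ps10 (99.3% identical over 555 nucleotides) fell in both replicates, with log2 differences of -0.50 and -1.104. Copies closer in sequence differed. Rpl17-ps3, with at least 2178 counts in each library, changed by 0.26 and 0.13, and Rpl17-ps5, with at least 151, by 0.07 and 0.12. Rpl17-ps8 and Rpl17-ps9, with at most 44 counts in any library, changed by 0.18 and 0.21 in replicate 1 and by -0.19 and -0.69 in replicate 2. Gm46209, less close at 98.7% identical, also fell in both replicates, with log2 differences of -0.47 and -1.52. It went from 203 to 143 counts in replicate 1 and from 10 to 5 in replicate 2. These copies were chosen after their values were seen. Rpl17 and Rpl17-ps10 together were at 213 and 229 CPM in replicate 1 and at 224 and 203.0 in replicate 2. Their sum changed by 0.10 and -0.14 on the log2 scale, where a rise of Rpl17 alone would have given 0.37 and 0.38. This copy was picked because it fell, so the comparison cannot decide between the explanations. The 56 copies found include Ndfip2, a protein-coding gene that matched over 526 nucleotides. It held 3005 of the copies' 12640 counts in Vehicle replicate 1. Counting it as a copy lowers the change expected from Rpl17, and the sum without it was not computed. Over all 56 copies the sum changed by 0.11 and -0.02, but a rise of Rpl17 alone would have given only 0.19 and 0.20, which is too small to tell apart. For the same reason nothing could be decided for Gm10031, nearly identical to Csnk2a1 (sum changes of 0.02 and -0.0372). The sum for Gapdh changed by 0.23 and 0.11, where a rise of Gapdh alone would have given 0.20 and 0.03, and its counted copies changed by 0.03 and 0.08. A move of reads from these copies was therefore not seen for Gapdh, although the expected change in replicate 2 was too small for the test. Gapdh and Gm10031 were chosen after their values were seen. No such copies with counts were found for Cd36, Plau, Mgll, Serpinb2, Mmp3 or Cyp1b1.

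Of the splits of the 4 libraries that part both same-numbered pairs there are 2, the real one and the one with labels exchanged in replicate 2. In edgeR without the block, the real split gave 16 genes with p under 0.05 and the other gave 23. With 2 such splits, no count could have been told apart from chance, so nothing is concluded from this order. The order depended on the fit once the replicate block was included. In edgeR the real split gave 444 genes and the other 537, with 1 and 4 at an adjusted p under 0.1, and in DESeq2 they gave 153 and 128, with 7 and 2. Of the genes of Fig. 5D, both splits gave 10 in edgeR and 7 in DESeq2 with the block. The split by replicate number gave 7662 genes in edgeR without the block. A design with 2 splits cannot settle this.

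The microglia markers of Fig. 1A did not move together. Itgam was at 404 and 417 CPM in Vehicle and EGCG replicate 1 and at 169 and 168 in replicate 2. Aif1 was at 68.1 and 96.7, and at 215 and 180.0. Xist had 0, 0, 2 and 1 counts, and Ddx3y had at least 3819 counts in each library, with a log2 fold change of -0.04 (standard error 0.13). Among 14 lists of marker and target genes, the disease-associated microglia genes had medians of 0.11 and 0.10 in the 2 replicates. Matched random lists had medians of 0.07 and 0.01, and this list lay at percentiles 93.7 and 100 among them. The interferon-induced genes had medians of 0.12 and 0.05, at percentiles 99.9 and 99.1. Camera gave adjusted p-values of 0.136 and 0.0702 for the disease-associated microglia and interferon-induced lists without the replicate block and 4.08e-07 and 4.26e-06 with it. Fry gave 0.973 for both without the block and 0.0573 and 0.754 with it. The NRF2 targets had medians of 0.01 and -0.06, at percentiles 4.79 and 1.01. Their adjusted camera p-values were 0.772 without and 0.342 with the block. The NF-kB targets had medians of 0.06 and 0.10, at percentiles 74.8 and 100. Their adjusted p was 0.136 and 0.0241 from camera without and with the block, and 0.973 and 0.768 from fry.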
